# Microbiota-Derived Propionate Modulates Megakaryopoiesis and Platelet Function

**DOI:** 10.3389/fimmu.2022.908174

**Published:** 2022-07-08

**Authors:** Kerstin Dürholz, Eva Schmid, Michael Frech, Vugar Azizov, Nadine Otterbein, Sébastien Lucas, Manfred Rauh, Georg Schett, Heiko Bruns, Mario M. Zaiss

**Keywords:** rheumatoid arthritis, microbiota, short-chain fatty acids, hematopoietic progenitors, megakaryocytes, platelets

## Abstract

Rheumatoid arthritis (RA) is associated with an increased risk for cardiovascular events driven by abnormal platelet clotting effects. Platelets are produced by megakaryocytes, deriving from megakaryocyte erythrocyte progenitors (MEP) in the bone marrow. Increased megakaryocyte expansion across common autoimmune diseases was shown for RA, systemic lupus erythematosus (SLE) and primary Sjögren’s syndrome (pSS). In this context, we evaluated the role of the microbial-derived short chain fatty acid (SCFA) propionate on hematopoietic progenitors in the collagen induced inflammatory arthritis model (CIA) as we recently showed attenuating effects of preventive propionate treatment on CIA severity. *In vivo*, propionate treatment starting 21 days post immunization (dpi) reduced the frequency of MEPs in the bone marrow of CIA and naïve mice. Megakaryocytes numbers were reduced but increased the expression of the maturation marker CD61. Consistent with this, functional analysis of platelets showed an upregulated reactivity state following propionate-treatment. This was confirmed by elevated histone 3 acetylation and propionylation as well as by RNAseq analysis in Meg-01 cells. Taken together, we identified a novel nutritional axis that skews platelet formation and function.

## Introduction

Short chain fatty acids (SCFA) are bacterial metabolites produced in the colon utilizing for the host indigestible fibers (1). Interestingly, the carbon 3 SCFA propionate (C3) shows effects on a variety of body compartments and cells, including the hematopoietic progenitor niche in the bone marrow (2). As such, C3 was shown to affect disease outcome in mouse models of allergic airway disease, acute radiation syndrome as well as osteoporosis (3–5). Interestingly, hematopoietic progenitor cells from patients with rheumatoid arthritis (RA) show a phenotype characterized by defective proliferative capacity (6). RA is a chronic and frequently progressive disease which is characterized by a persistent inflammation of synovial joints (7). In mice with collagen induced arthritis (CIA) - a preclinical RA model - the disease led to an expansion of myeloid cells (8). In addition to the joint pathology, RA patients suffer from pro-inflammatory processes on a systemic level. Generally, under inflammatory conditions, the frequency and ratio of the different hematopoietic progenitor populations changes (6, 8, 9). These changes in hematopoietic progenitor populations during inflammation go together with changes in blood parameters including platelet count and function as well as the risk for thrombosis (10, 11). As shown in a study conducted on RA patients with active inflammatory arthritis, and RA patients in a non-active disease state, a significant higher platelet reactivity was observed in patients with active disease (12). Moreover, also the number, distribution and the volumetric indices of platelets were shown to be altered in RA patients (13–16). Notably, studies reveal an increased risk for RA patients for cardiovascular mortality (17, 18), which negatively correlates with dietary fiber intake (19). Moreover, platelet parameters can be shaped by dietary patterns (20). In this context we evaluated the role of the SCFA C3 on hematopoietic progenitor cells in the CIA mouse model for RA as well as under steady state conditions.

## Methods

### Mice and Treatments

Five to six week old WT C57BL/6N (Charles River) and DBA/1J mice (Janvier) were acclimated for 1 week, followed by a 3 week co-housing period before starting the experiments. All mice were maintained under specific pathogen-free conditions at the Präklinisches Experimentelles Tierzentrum (PETZ) Erlangen, Germany and approved by the local ethics authorities of the Regierung of Unterfranken (#55.2-2532-2-424). Supplementation of sodium propionate (Sigma-Aldrich) was done in the drinking water at a final concentration of 150 mM and changed every 3 days. The animals received water w/wo C3 and standard chow (Ssniff Spezialdiäten GmbH) ad libitum.

### Collagen-Induced Arthritis

CIA was induced in 8-week-old female DBA/1J mice by subcutaneous injection at the base of the tail with 100 µl of 0.25 mg chicken type II collagen (CII; Chondrex) in complete Freund adjuvant (CFA; Difco Laboratory) containing 5 mg/ml killed Mycobacterium tuberculosis (H37Ra). Mice were re-challenged after 21 days intradermal immunization in the base of the tail with this emulsion. The paws were evaluated for joint swelling three times per week. Each paw was individually sored using a 4-point scale: 0, normal paw; 1, minimal swelling or redness; 2, redness and swelling involving the entire forepaw; 3, redness and swelling involving the entire limp; 4, joint deformity or ankylosis or both.

### Measurement of Serum Cytokines

Serum cytokines were measured with the LEGENDplex™ MU Th Cytokine Panel (Biolegend) following the manufacturer’s instructions.

### Histology

For histological analysis, paws were fixed in 4% formalin for 12 h and decalcified in EDTA (Sigma-Aldrich). Serial paraffin sections (2 µm) were stained for H&E.

### Flow Cytometry

Bone marrow was flushed out of femurs with PBS using a 27 G needle and smashed through a 70 µM cell strainer. Single-cell suspensions were then stained for flow cytometry with the following antibodies: Lineage-Cocktail (BV421), CD34 (FITC), CD117 (PE), CD127 (APC), Ly6A/E (PE/Cy7), CD16/32 (APC/Cy7), CD45 (AF700), CD61 (PE), CD41 (FITC). Bone marrow cells were gated as previously described by Luo et al. (2015) (21). Meg-01 cells were collected, washed with PBS and then stained with CD61 (PE) and CD41 (FITC). For the flow cytometric analysis of megakaryocytes, cells were gated as described by Matsumura-Takeda et al. (2007) with some modifications (22).

### Platelet Aggregation Analysis

The effect of C3 on the platelet aggregation potential was assessed using a Multiplate^®^ (Dynabyte) platelet function analysis (23). Therefore, blood was taken from C3 treated and control mice *via* cardiac puncture with a 27 G needle, and directly transferred with a Hirudin coated syringe to avoid clotting. The samples were incubated at least 30 minutes at RT before the analysis. Collagen (100 µg/ml) and Adenosine diphosphate (ADP) (0.2 mM) were used as agonists for platelet aggregation as previously described (24–26).

### *In Vitro* Experiments and RNA Sequencing With the Meg-01 Cell Line

Meg-01 cells were purchased from the DSMZ - German Collection of Microorganisms and Cell cultures GmbH (ACC364) and cultured in RPMI Medium supplemented with 10% FCS, 1% Penicillin-Streptavidin and 2mM glutamine in a humidified incubator at 37°C, 5% CO2. For experiments, cells were seeded at a concentration of 0.3 x 10^6^ cells/ml. For RNA extraction cells were incubated for 24 h and 48 h in a humidified incubator at 37°C, 5% CO2 until RNA extraction. For monitoring of megakaryocyte maturation cells were grown in medium containing 250 µM C3 or 1 nM phorbol 12-myristate 13-acetate (PMA) as a positive control and incubated for 7, 14 or 21 days until flow cytometric analysis. For the assessment of histone acetylation *via* western blotting, Meg-01 were stimulated with 500 µM C3 for 48 hours. Cells grown without C3 served as negative controls. The Illumina RNA sequencing (RNAseq) analysis was performed by Novogene Sequencing – Europe (UK, Cambridge Sequencing Center). In brief, sequencing libraries were generated using NEBNext^®^ Ultra TM RNA Library Prep Kit for Illumina^®^ (NEB, USA) and sequenced on an Illumina platform. Raw data (raw reads) of FASTQ format were processed through fastp. Mapping of the processed data to the reference genome homo sapiens (GRCh38/hg38) was performed using the Spliced Transcripts Alignment to a Reference (STAR) software (27). FeatureCounts was used for the quantification of the mapped reads (28). Raw mapped reads were processed in R (Lucent Technologies) with DESeq2 (29), to determine differentially expressed genes and generate normalized read counts. Pathway enrichment analysis was performed using the free online platform DAVID (30).

### Quantitative PCR

RNA was isolated using Genazol (Genaxxon) following manufacturer’s instructions. Gene expression results are expressed as arbitrary units relative to expression of the house keeping gene GAPDH. Primer sequences are as follows:

GAPDH: 5’-TGATGACATCAAGAAGGTGGTGAAG-3’ and 5’-TCCTTGGAGGCCATGTGGGCCAT-3’; CD61: 5′-AGGCCCTCGAAAACCCCTGCT-3′ and 5′- GCCACCCTCTGGGGCATCTC -3′

### Histone Extraction and Western Blotting

Meg-01 cells were pre-treated with 500 µM C3 and only medium as a negative control for 48 hours. Cells were then washed with ice cold PBS supplemented with 5 mM sodium butyrate. Then the cytoplasm was extracted by resuspending cells in ice cold extraction buffer at 10^7^ cell/mL, incubating on ice for 5 minutes, and centrifuging at 6500xg for 10 minutes at 4°C. Supernatant was discarded and the cytoplasm extracted for the second time. Histones were extracted by resuspending the pellet in 0.25 M HCl at a density of 4x10^7^ cells/mL. Samples were then sonicated for 30 seconds, placed on ice, then sonicated for further 30 seconds. Afterwards, tubes were placed on rollers at 4°C for 1 hour. Then, samples were centrifuged at 12000xg for 10 minutes at 4°C. Supernatant was collected and neutralized with 2M NaOH at 1/10th of the volume of the supernatant. Extracted histones were frozen and stored at -80°C until analyzed by western blotting. Protein extracts were separated on 4-12% Bis-Tris gradient SDS-polyacrylamide gel, then transferred onto PVDF membrane, blocked with 5% milk in TBS 0.05% Tween 20 for 1 hour. To assess Histone 3 propionylation levels membranes were probed with anti-propionyl-histone H3 (lys23) Mouse mAB (# PTM-208, PTM BIO). For determination of Histone acetylation levels membranes were probed with anti-acetyl-lysine-27-histone-3 (ab 4729, abcam). For normalization membranes were probed with an anti-histone 3 antibody (9715S, cell signaling). For visualization appropriate HRP-conjugated secondary antibodies were used (donkey anti rabbit (ab6802, abcam); m-IgG FC BP-HRP (sc-525416, santa cruz). The signal acquired from chemiluminescence (Celvin S) for protein of interests were optimized to loading control and quantified with Image J blot analysis tool.

### Statistical Analysis

Statistical analyses were performed using Prism 8 software (GraphPad). Comparisons between two groups were performed using unpaired or paired, two-tailed, Student’s t test. Comparisons between more than two groups were performed using one-way ANOVA and Tukey’s or Dunnett’s multiple comparison test. Statistical significance: * p < 0.05; ** p < 0.01; *** p < 0.001; **** p < 0.0001. Details on the statistical analysis are listed in the figure legends.

## Results

### Propionate Alleviates CIA Symptoms and Alters Bone Marrow Progenitor Distribution

To determine the effect of C3 on arthritis progression and bone marrow progenitor populations in mice, we supplemented CIA mice with C3 with the onset of clinical arthritis scores starting at 21 days post immunization (dpi) in the drinking water (**Figure 1A**). Interestingly, beside our previously published results on C3 treatment throughout the experimental CIA model (4), we identified that nutritional supplementation with C3 was equally effective to promote significantly lower arthritis scores compared to untreated controls by starting at 21 dpi (**Figures 1C, D**). Furthermore, H&E staining of paw sections showed a prominent decrease in leukocyte infiltration in C3 treated mice compared to the control group (**Figure 1B**). The measurement of cytokines by a Legendplex assay revealed significant lower levels of TNFα (**Figure 1E**), IL-6 (**Figure 1F**) and IL-17A (**Figure 1G**) in the serum after C3 treatment. Analysis of bone marrow progenitor populations at day 28 post CII immunization revealed a significant decrease in the MEP population (**Figure 1H**), whereas CMP and GMP percentages remained unchanged (**Figures 1I, J**). To assess whether this effect is disease-dependent or a general effect of C3, we treated naïve WT mice for 3 to 6 weeks with C3 in the drinking water. Consistent with the results in the CIA model, we observed a significant decrease in MEP after three and six weeks following C3-treatment (**Figure 1K**). Of note, GMP populations again remained unchanged (**Figure 1M**) whereas after 3 weeks treatment a significant decrease of CMP was observed (**Figure 1L**). As MEP are the precursors of erythrocytes and platelets we investigated if there are changes in standard platelet parameters such as platelet counts, volume and mean platelet component. However, blood analysis revealed no changes in erythrocyte or platelet-parameters following nutritional C3 supplementation in CIA and WT mice (**Figure S1**).

**Figure 1:**
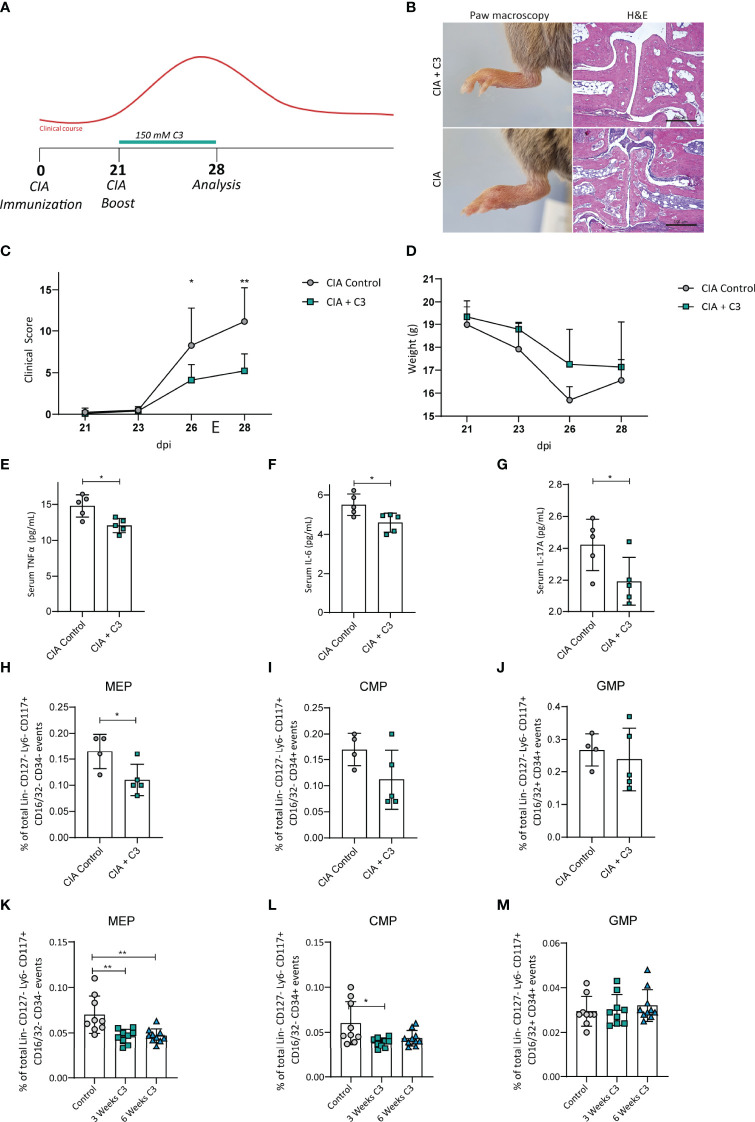
C3 treatment induces changes of bone marrow progenitor cells in mice with CIA and naïve WT mice. **(A)** Flow diagram illustrating the experimental setup of C3 treatment **(B)** H&E staining of paw sections, **(C)** joint swelling clinical scores and **(D)** weight of CIA controls and CIA treated with 150 mM C3 in the drinking water. **(E)** Serum cytokine levels of TNFα **(F)** IL-6 and **(G)** IL-17A of CIA controls and CIA treated with 150 mM C3 in the drinking water. **(H)** Total percentage of bone marrow MEP, **(I)** CMP and **(J)** GMP of CIA controls and CIA treated with 150 mM C3 in the drinking water. **(K)** Total percentage of MEP, **(L)** CMP and **(M)** GMP in untreated naïve controls and naïve mice treated with 150 mM C3 in the drinking water for 3 and 6 weeks. Pictures are representative for 2 independent experiments. Data are expressed as the mean ± sd. Statistical difference was determined by Two-way ANOVA, Student’s t-test and One-way ANOVA. *p < 0.05; **p < 0.01.

### Propionate Reduced Megakaryocyte Numbers but Promoted Maturation

MEP give rise to megakaryocytes that are in turn responsible to produce blood platelets. Therefore, we next analysed megakaryocytes after C3 treatment. Flow cytometric analysis of bone marrow cells revealed significantly decreased percentage of megakaryocytes after three or six weeks of C3 treatment (**Figure 2A**). *In vitro*, C3 treatment of the megakaryoblastic cell line Meg-01, upregulated the maturation marker CD61 on mRNA level (**Figure 2B** and **Figure S1**). In addition, flow cytometric analysis of Meg-01 after 7, 14 or 21 days of 250 µm C3 stimulation, confirmed increased surface expression of CD61 over untreated controls (**Figure 2C**). These data show that C3 treatment leads to a decrease in megakaryocytes frequencies *in vivo* along with an increased surface expression of the maturation marker CD61 *in vitro*.

**Figure 2:**
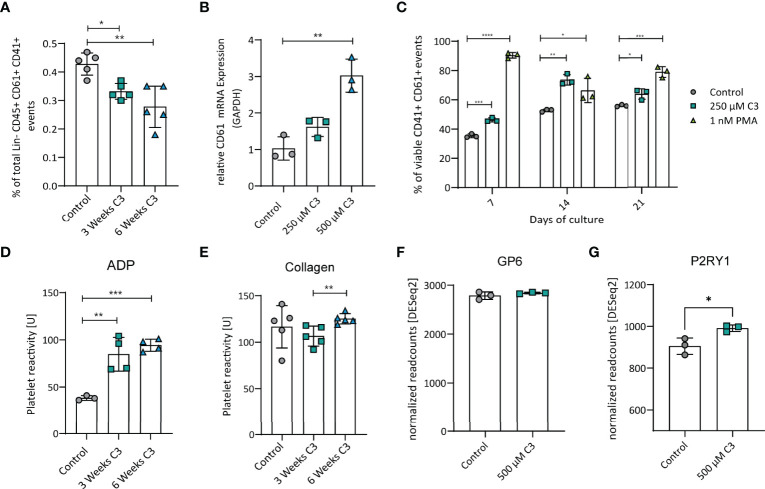
C3 reduced megakaryocyte numbers *in vivo* but promoted maturation *in vitro* and increased reactivity of platelets to ADP after three or six weeks of C3 treatment but not to collagen. **(A)** Total percentage of Megakaryocytes in the bone marrow after three and six weeks of C3 treatment. **(B)** Gene expression CD61 in Meg-01 cell line after treatment with 250 µM and 500 µM C3. **(C)** Percentage of viable CD41^+^ CD61^+^ Meg-01 after treatment with 250 µM C3 or 1 nM PMA as a positive control after 7, 14 or 21 days of treatment *in vitro*. **(D)** Platelet reactivity to ADP after three or six weeks of C3 treatment. **(E)** Platelet reactivity to collagen after three or six weeks of C3 treatment. **(F)** Gene expression of GP6 in Meg-01 cells between control and 500 µM C3 treatment. **(G)** Gene expression of P2RY1in Meg-01 cell between control and 500 µM C3 treatment. Data are expressed as the mean ± sd. Statistical difference was determined by Two-way ANOVA, Student’s t-test and One-way ANOVA. *p < 0.05; **p < 0.01; ***p < 0.001; **** means p < 0.0001.

### Propionate Selectively Increased Platelet Reactivity

Next, to address whether platelets from C3-treated mice have altered function compared to those from untreated controls, we isolated platelets from naïve WT mice after 3 or 6 weeks of C3 treatment. Coagulation activity was analysed using two standard-stimuli, adenosine diphosphate (ADP) and collagen, to induce platelet aggregation (26). Platelets from C3 treated mice showed increased reactivity towards ADP, whereas - compared to controls - no significant effect on collagen induced platelet reactivity was observed (**Figures 2D, E**). These findings match with results from our mRNA data in the Meg-01 cell line that shows megakaryocyte characteristics such as RNA content and surface receptors being shared between mother cell and produced platelets (31). 

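The mRNA data of Meg-01 cells came from 6 RNAseq libraries, 3 of untreated control cells and 3 of cells treated with 500 µM C3. Meg-01 is an established megakaryoblastic cell line, and C3 is propionate, a short-chain fatty acid made by gut bacteria. The sample labels give 48 h of treatment, whereas the methods name incubations of 24 h and 48 h before RNA extraction. The legend of Figure 3 calls the 3 libraries of a group technical replicates, so the spread between them need not include the variation between independent cultures. Libraries were made with a NEBNext Ultra RNA kit. The authors processed the reads with fastp, mapped them to GRCh38/hg38 with STAR and counted them per gene with featureCounts. The deposited values are these counts for 58735 Ensembl genes, one column per library, without normalization. Software versions, the annotation release and the strand setting are not given in the sources used here, so reads on overlapping genes could not be assigned with certainty. Totals of 19318595, 18050689 and 16159449 counts (control replicates 1 to 3) and of 16513025, 18652292 and 22821722 counts (C3 replicates 1 to 3) gave medians of 18050689 and 18652292 per group. Here, the counts were scaled by edgeR's TMM factors. The 15078 genes with at least 10 counts in at least 3 libraries, which held 99.9% of all counts, were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gates were those of the paper, an adjusted p-value below 0.01 and a fold change above 30%. The fold change gate moved the numbers of called genes most. Gene coordinates are those of GENCODE release 44 on GRCh38.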

The selective increase in reactivity towards ADP but not collagen could be explained by changes in receptor expression responsible for coagulation signalling upon a specific stimulus. 

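P2RY1 (ENSG00000169860), the gene of an ADP receptor, lies on the forward strand of chromosome 3 of GRCh38, from 152835131 to 152841439. Its TMM-normalized count was 916 ± 40.4 in control cells and 1009 ± 15.8 after C3 treatment (SD, n = 3 libraries each). The log2 fold change was 0.14 (standard error 0.068), with an adjusted p-value of 0.16 and an unadjusted p-value of 0.052 from edgeR's quasi-likelihood test. All 3 C3 libraries lay above all 3 control libraries, which gives 0.1 in a two-sided exact permutation test, the smallest p-value that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change stayed between 0.10 and 0.18 and the adjusted p-value between 0.127 and 0.465. Scaling by library size alone moved P2RY1 most, to a log2 fold change of 0.21 with an adjusted p-value of 0.036 from the same test, the lowest of all alternatives. GP6 (ENSG00000088053), the gene of a collagen receptor, lies on the reverse strand of chromosome 19, from 55013705 to 55038264, and shares 9.99% of its exon bases with another gene of the same strand, so part of its reads is uncertain. Its normalized count was 2819 ± 69.5 in control cells and 2891 ± 17.0 after C3 treatment (SD, n = 3 each). The libraries of the groups overlapped, with a log2 fold change of 0.036 (standard error 0.060) and an adjusted p-value of 0.73 from edgeR's test. The exact permutation test gave 0.2. Within libraries, the log2 ratio of P2RY1 to GP6 was -1.62 ± 0.091 in control cells and -1.52 ± 0.024 after C3 treatment (SD, n = 3). The difference of 0.10 between them had an exact two-sided permutation p-value of 0.1.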

After C3 treatment, Meg-01 cells expressed significantly higher levels of P2RY1 (32), the receptor responsible for reactivity towards ADP (**Figure 2G**), whereas GP6 expression, responsible for acting upon collagen stimulation (33), remained unaltered (**Figure 2F**) in the current setting. These results indicate a selective effect of C3 treatment on platelet reactivity towards ADP but not collagen possibly *via* alterations in surface receptor expression.

### Propionate Upregulates Megakaryocyte Differentiation and Platelet Activation Pathways

To further investigate potential C3 effects on megakaryocytes in general we moved on with RNAseq of Meg-01 cells. 

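The 6 libraries were compared with each other before they were averaged. On log2 CPM (counts scaled to a common library size) of the tested genes, Pearson's correlation across genes was 0.991 to 0.994 between libraries of the same group and 0.985 to 0.988 between a control and a C3 library. Genes are not independent replicates, so these values only describe the libraries. The first principal component held 45.5% of the variance and had the control libraries on one side (-24.5 to -19.1) and the C3 libraries on the other (20.3 to 21.8). The second, with 17.4%, set control replicate 3 (-21.3) apart from the other control libraries (10.9 and 12.5), and C3 replicate 1 (13.4) apart from the other C3 libraries (-10.4 and -5.09). The counts of each pair of libraries in a group differed by more than the sampling noise, with a chi-square per degree of freedom of at least 2.44, so no library was counted as a copy of another. The spread between libraries of a group corresponded to a coefficient of variation of 6.21%, taken as the square root of edgeR's common dispersion of 0.00386.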

Taking a closer look at the gene expression profile (Excel table with significant DEGs in the online **Supplementary Material**), C3 treatment induced a pronounced upregulation of genes as opposed to downregulation (**Figure 3A**). 

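Of the 15078 genes tested, 761 were DEGs with higher and 222 with lower expression after C3 treatment. The higher ones made up 77.4% of the 983 DEGs, with an exact 95% binomial confidence interval of 74.7% to 80.0% that covers counting error only and takes genes as independent. The median log2 fold change was 0.69 for the higher and -0.47 for the lower DEGs, and 0.0021 over all tested genes. At a fold change above 2, the numbers were 193 and 10. Scaling by library size alone gave 1025 higher and 100 lower DEGs, or 91.1% higher, and shifted the median of all tested genes to a log2 value of 0.076. DESeq2, the tool of the paper, gave 561 and 190 in the alternative fit to all genes. The paper's supplementary table was read in part, as the first 1978 of its 58735 rows in order of adjusted p-value, down to an adjusted p-value of 0.0349. In those rows the paper's DEGs by the same gates number 561 higher and 190 lower. With each library left out in turn, 516 to 766 genes were higher and 129 to 340 lower. The fewest of both kinds came without C3 replicate 3 and the most without C3 replicate 1. The share of DEGs that were higher fell with the mean count, from 91.7% in the quintile of genes with the lowest counts to 56.0% in that with the highest. The paper states that C3 treatment raised the expression of many more genes than it lowered.

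**Figure D1:**
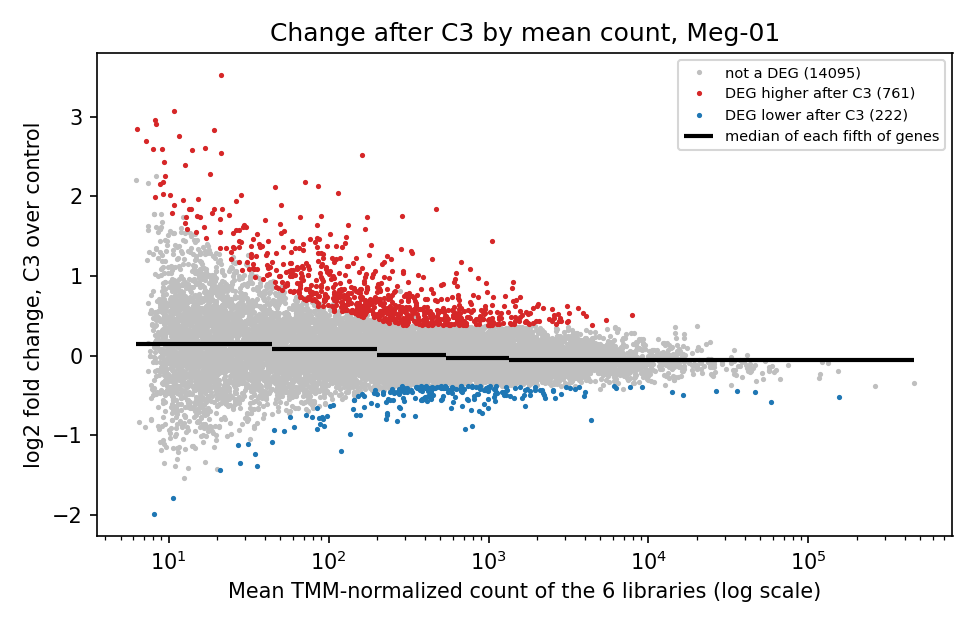
Log2 fold change after C3 treatment (vertical axis) against the mean TMM-normalized count of the 6 libraries (horizontal axis, log scale) for the 15078 tested genes. Red points are the 761 higher and blue points the 222 lower DEGs, and black lines are the median log2 fold change of each quintile of the genes, from 0.15 in the lowest to -0.057 in the highest.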

Highly upregulated genes (fold change < 30%, adjusted p-value < 0.01) include NOVA alternative splicing regulator 2 (NOVA2), notch receptor 3 (NOTCH3) and SLC44A2 - genes involved in cell fate decisions (34), megakaryocyte differentiation (35) and platelet activation (36). 

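NOVA2 (ENSG00000104967) lies on the reverse strand of chromosome 19 of GRCh38, from 45933734 to 45974044, and encodes an RNA-binding splicing regulator. Its TMM-normalized count rose from 48.4 ± 7.55 in control cells to 276 ± 14.6 after C3 treatment (SD, n = 3 libraries each). The log2 fold change was 2.52 (standard error 0.15, adjusted p = 5.0e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NOTCH3 (ENSG00000074181), from 15159038 to 15200995 on the same strand of chromosome 19, had normalized counts of 204 ± 34.2 in control cells and 739 ± 17.3 after C3 treatment (SD, n = 3). Its log2 fold change was 1.85 (standard error 0.098, adjusted p = 8.1e-13 from edgeR's test). SLC44A2 (ENSG00000129353), a choline transporter-like protein gene on the forward strand of chromosome 19 from 10602457 to 10644557, had normalized counts of 1001 ± 52.6 and 1798 ± 87.4 (SD, n = 3). Its log2 fold change of 0.84 (standard error 0.067, adjusted p = 1.7e-09 from edgeR's test) corresponds to a 1.80-fold rise. For each of the 3 genes, the C3 libraries all lay above the control libraries, with an exact two-sided permutation p-value of 0.1, the smallest this design allows. With each library left out in turn, the log2 fold changes stayed between 2.42 and 2.64 for NOVA2, between 1.72 and 1.94 for NOTCH3 and between 0.81 and 0.89 for SLC44A2. None of the 3 genes shares exon bases with another annotated gene. By p-value, NOTCH3 ranked 2, NOVA2 ranked 3 and SLC44A2 ranked 12 among all tested genes. By log2 fold change, they ranked 34, 14 and 254 among the 761 higher DEGs. Among the 11851 tested genes with a mean normalized count of at least 50, NOVA2 ranked 1, NOTCH3 ranked 6 and SLC44A2 ranked 158 by log2 fold change.

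**Figure D2:**
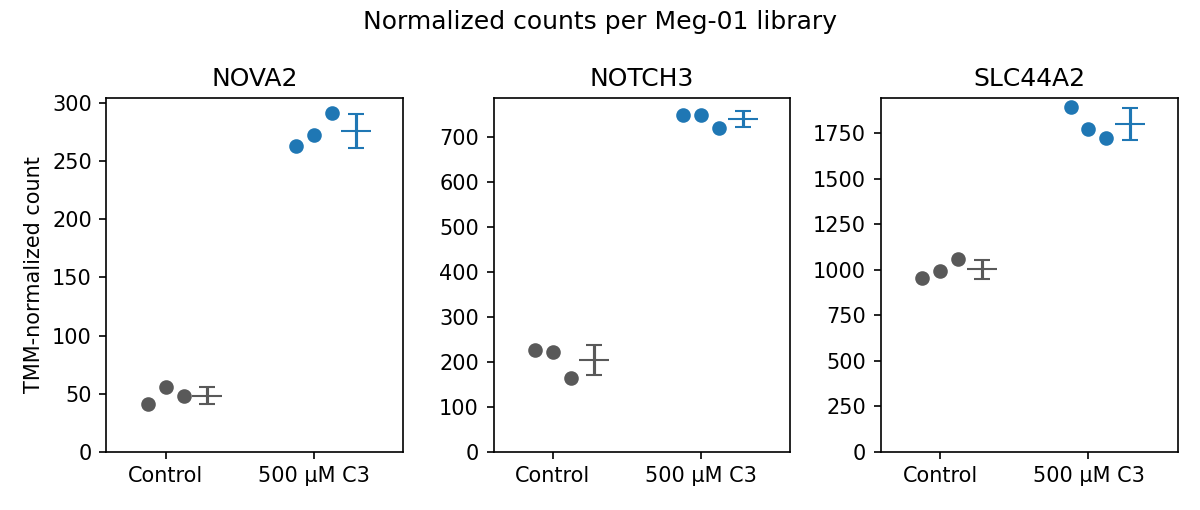
TMM-normalized counts of NOVA2, NOTCH3 and SLC44A2 in each Meg-01 library, with control libraries in grey and libraries treated with 500 µM C3 in blue. Bars beside the points show the mean ± SD of the 3 libraries of each group, and in all 3 genes the C3 libraries lie above the control libraries.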

Of interest, RNAseq analysis confirmed identified upregulated genes such as CD61 in isolated bone marrow megakaryocytes following *in vivo* C3 treatment (**Figure S1**). To assess the biological meaning of differentially expressed genes (DEG) upon C3 treatment, we performed a KEGG pathway analysis of the DEG using the Functional Annotation Tool at the DAVID bioinformatics database (**Figure 3B**). 

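Each gate on its own passed more genes than both together. An adjusted p-value below 0.01 from edgeR's test alone was reached by 982 genes with higher and 612 with lower expression after C3 treatment. A fold change above 30% in either direction, a log2 value beyond 0.3785, was reached by 2037 and 768 genes at any p-value. The fold change gate removed 611 genes that had passed the p-value gate. It removed more of the lower genes, and without it 61.6% of the called genes were higher. In 977 of the 983 genes that passed both gates, the C3 libraries all lay on one side of the control libraries. This held for 34.4% of all tested genes, where chance alone gives 10%. A test of whether the fold change itself exceeds 30% (edgeR's glmTreat, adjusted p-value below 0.01) is stricter than a gate on the estimate and left 169 higher and 13 lower genes.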

DEGs were defined as genes with a fold change greater than 30% and an adjusted p-value < 0.01. DEGs upregulated upon C3 treatment are involved in Rap1 signalling, cell adhesion molecules as well as the regulation of the actin cytoskeleton – pathways associated with megakaryocyte maturation (37, 38). 

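The gene sets of KEGG and DAVID were not used here. In their place, the changes were examined over lists of Rap1 signalling, cell adhesion molecule and actin cytoskeleton regulation genes written by hand, which differ from the KEGG sets. Of 156 tested Rap1 signalling genes, 31 were DEGs with higher and 0 with lower expression by edgeR, 26 and 0 by DESeq2, and 58 were higher and 19 lower at an unadjusted p-value below 0.05. Their median log2 fold change was 0.11, and 104 of them had a positive value. Limma's camera test gave an adjusted p-value of 1.2e-04 over the 7 lists examined. Adjusted over the list alone, 32 genes were higher and 1 lower by the same gates. The DEGs with the smallest p-values in this list were THBS1 (log2 fold change 0.91), FGFR4 (0.92) and KDR (0.65). Of 69 cell adhesion molecule genes, 17 were higher and 0 lower DEGs by edgeR, 13 and 0 by DESeq2, and 34 were higher and 2 lower at an unadjusted p-value below 0.05. Their median was 0.27, with 55 positive values and an adjusted p-value of 3.1e-07 from camera. Adjusted over the list alone, 18 were higher and 1 lower. ITGAL (1.02), SDC1 (0.71) and PTPRF (0.53) had the smallest p-values. Of 143 actin cytoskeleton regulation genes, 16 were higher and 0 lower DEGs by edgeR, both over all genes and adjusted over the list alone. DESeq2 and limma-voom each had 15 higher and 1 lower, and 41 genes were higher and 18 lower at an unadjusted p-value below 0.05. FGFR4, ITGB5 (0.64) and ITGAL led this list. Its median was 0.041, with 80 positive and 63 negative values, and its adjusted p-value from camera was 0.092. The lists overlap, with FGFR4 and ITGAL in more than one of them. In Fisher's exact test of the higher DEGs, chosen after the data were seen, the odds ratio against all tested genes was 4.82 for Rap1 signalling, 6.27 for cell adhesion molecules and 2.40 for actin cytoskeleton regulation, with adjusted p-values of 2.8e-10, 1.3e-07 and 0.0068. Limma's fry test passed all 3 lists, with adjusted p-values of 0.0034, 0.0026 and 0.012. With the correlation between genes estimated from the data, camera passed none of them (0.126, 0.089 and 0.386), and in no other alternative did Rap1 signalling and cell adhesion molecules lose their call. Scaling by library size alone moved the median of the actin list most, to 0.12. The paper relates the upregulated DEGs of these pathways to megakaryocyte maturation.

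**Figure D3:**
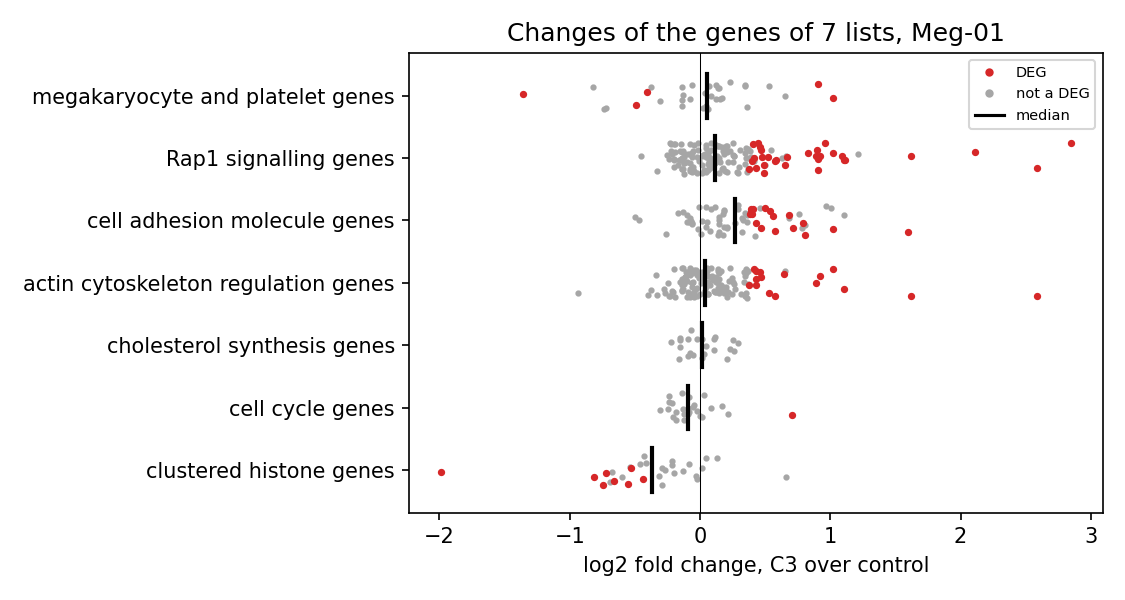
Log2 fold changes after C3 treatment (horizontal axis) of the tested genes of 7 hand-written or rule-based lists (rows). Red points are DEGs, grey points are other genes and black bars are medians, which lie at 0.27 for cell adhesion molecule genes and at -0.37 for clustered histone genes.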

To test whether changes in histone acetylation or propionylation could be responsible for the observed modified transcriptional activation, we analysed histones for these post-translational modifications (PTMs) in Meg-01 cells. Immunoblotting for H3 in acidic histone extracts following C3 stimulation in Meg-01 cells revealed significantly increased acetylation (H3K27) and propionylation (H3K23) (**Figure 3C**). This is of great interest and will allow new experimental designs in follow-up studies to in depth asses the role of C3 in the context of cardiovascular events during RA.

**Figure 3:**
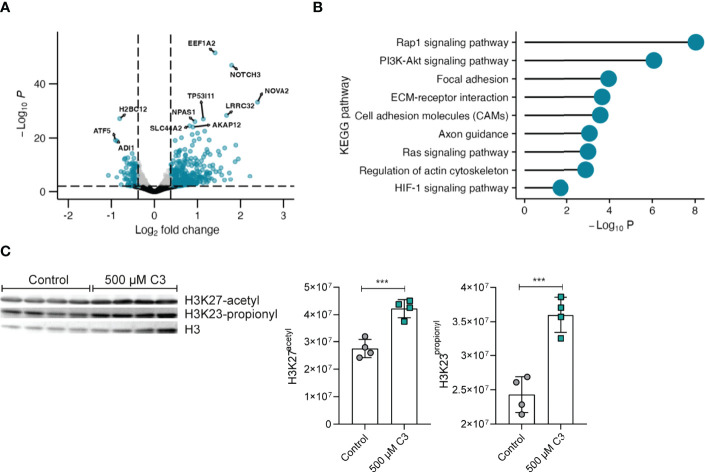
C3 significantly upregulates expression of genes involved in megakaryocyte maturation. **(A)** Volcano plot of fold change (FC) values of mRNA sequencing RNAseq analysis from Meg-01 cells treated with 500 μM C3 compared to non-treated cells (control). n = 3 technical replicates. Gates were set at an adjusted p-value < 0.01 and a fold change > 30% and depicted as log2 fold change. Genes marked in blue display genes above log2 fold change gate and p-value gate. Grey dots display genes below the log2 fold change gate and above the p-value gate. Black dots display genes below the log2 fold change and p-value gate. **(B)** KEGG pathway analysis of the upregulated differential expressed genes (DEGs) identified from comparison of Meg-01 cells cultured in 500 μM C3 vs. untreated cells (Control). DEGs were filtered on adjusted p-values lower than 0.01 and fold changes greater than 30%. **(C)** Western blot analysis of H3 histone acetylation and propionylation of Meg-01 after stimulation with 500 µM C3. Untreated cells (only medium) served as negative controls (n ≥ 3 technical replicates). Data are expressed as the mean ± sd. Statistical difference was determined by ordinary one-way ANOVA. ***p < 0.001.

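Besides NOVA2, NOTCH3 and SLC44A2, the volcano plot names 5 genes with higher and 3 with lower expression after C3 treatment. EEF1A2 had the smallest p-value of all tested genes, with TMM-normalized counts of 563 ± 24.6 in control cells and 1533 ± 148 after C3 treatment (SD, n = 3 libraries each). Its log2 fold change was 1.44 (standard error 0.077, adjusted p = 8.1e-13 from edgeR's quasi-likelihood test). Reads of its close paralog EEF1A1 could have been split between the 2 genes. LRRC32, TP53I11, NPAS1 and AKAP12 had log2 fold changes of 1.75, 1.18, 0.97 and 0.93. The histone gene H2BC12 fell from 5567 ± 408 to 3163 ± 242 normalized counts (SD, n = 3), a log2 fold change of -0.81 (standard error 0.069, adjusted p = 4.9e-09 from edgeR's test). It belongs to a family of near-identical genes, which makes the assignment of its reads uncertain. ATF5 and ADI1 changed by -0.93 and -0.88 on the log2 scale, and 19.5% of the exon bases of ATF5 and 4.24% of those of ADI1 overlap genes of the other strand. All 8 genes kept their side of both gates with each library left out in turn. A list of 40 genes typical of megakaryocytes and platelets, written by hand, had 34 tested members. Of these, 2 were DEGs with higher and 3 with lower expression by edgeR, also when adjusted over the list alone. DESeq2 and limma-voom each had 2 higher and 4 lower, and 8 genes were higher and 9 lower at an unadjusted p-value below 0.05. THBS1 and CD9 (log2 fold change 1.02) were higher. GP1BA (-0.49), P2RX1 (-0.41) and TUBB1 (-1.36) were lower. CD9 and TUBB1 are named after their values were seen. The median log2 fold change of the list was 0.054 and its mean -0.011, of opposite sign, with an adjusted p-value of 0.97 from camera and 0.73 from fry.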

## Discussion

In the current study, we found that C3 consumption significantly reduced the frequency of the MEP population in the bone marrow of CIA and naïve mice. Despite subsequent lower megakaryocyte numbers, no differences were observed in typical platelet parameters such as platelet counts, MPV and MCP values. However, our observed increased functional platelet reactivity assays along with C3 induced overall transcriptional activity of platelets and Meg-01 cells further emphasized previous findings showing that both megakaryocytes and platelets are sensible towards extrinsic influences and can adapt to conditions such as the nutritional state and inflammation (21, 39). Further, our findings are of high relevance in light of a recent publication providing clear evidence for peripheral megakaryocyte expansion across common autoimmune diseases such as RA, systemic lupus erythematosus (SLE) and primary Sjögren’s syndrome (pSS) (40). In peripheral blood, megakaryocytes are a heterogeneous cell population that comprises a subpopulation with distinct immune characteristics in these autoimmune diseases. The authors discuss the idea that that the observed megakaryocyte expansion might initially prime autoimmune T cells in the pathogenesis of these autoimmune diseases. Although very speculative at the current state, prophylactic C3 nutritional supplementation was shown to effectively attenuate inflammatory arthritis onset (4) and here we provide additional data showing that C3 treatment at the time of clinical onset is also effective in attenuating disease symptoms. Another recent study reported that supplementation with a high fibre-rich diet - providing the fuel for increased C3 levels by fermentation process of the gut microbiota - improved lupus-related disease manifestations in a Toll-like receptor 7-dependent lupus-like mouse model (41). Last, as for pSS the involvement of the gut microbiota along with SCFAs was well reviewed by Zhang et al. (42) this further suggested the general potential benefit of C3 supplementation on autoimmune diseases *via* modulation of megakaryocytes. A direct role of megakaryocytes in the susceptibility of arthritis was shown by a study on IgG-mediated arthritis in different mouse models of kit-insufficiency. Kit-insufficiency normally serves as a model for mast cell deficiency – however also megakaryocytes are affected – with either increased or decreased levels of megakaryocytes depending on the type of kit-deficiency model used. Interestingly, kit-insufficient mice with low levels of megakaryocytes are resistant to arthritis induced by transfer of IgG autoantibody–containing serum from K/BxN mice. Thereby, the transfer of megakaryocytes restored the susceptibility whereas mice which received IL-1 -/- megakaryocytes remained resistant to the disease. Mechanistically Il-1 was shown to activate synovial fibroblast which may be the link between megakaryocytes and inflammatory arthritis in this model (43).

Performing RNAseq analysis of the megakaryoblastic cell line Meg-01 we could show that C3 regulates gene-expression which may affect their functional role in the disease course of arthritis. The strongest upregulated genes upon C3 treatment in megakaryocytes include the NOVA alternative splicing regulator 2 (Nova2), and the notch receptor 3 (Notch3). Nova2 regulates pre-mRNA splicing and was shown to be involved in cell fate decisions for assignment of cell fate in the context of vascular differentiation (34). Notch 3 protein is a transmembrane receptor and was recently shown to be involved in late megakaryocyte differentiation (35). Transcriptomic changes might be linked to our here reported histone post-translational modifications, where histone acetylation and propionylation are marks of active chromatin (44–46). Further, flow cytometry analysis revealed that C3 also increased CD61 surface expression, a marker of megakaryocyte maturation. Thus, C3 seems to affect megakaryocyte maturation *in vitro*, although we see lower frequencies of megakaryocytes and their progenitors *in vivo*. The lower abundance of megakaryocytes *in vivo* – also shown in the arthritis resistant kit-insufficient mice (43)– could at least partly explain the lower arthritis scores during C3 treatment, maybe due to lower Il-1 dependent synovial fibroblast activation. However, here we do not provide data showing the direct link between C3 effects on megakaryocytes and their progenitors and arthritis symptoms, Therefore, identifying the effect of C3 on the whole differentiation progress from HSC to megakaryocyte using HSC tracing, as previously described by Grinenko et al. (47), would be an interesting approach. Moreover, the direct effect of C3 on the secretion of Il-1 by megakaryocytes under pro-inflammatory conditions, would be interesting to assess in an *in vitro* approach. As in RA frequencies of peripheral megakaryocytes are changed (48) it would be further worth investigating if the effect of C3 is also directed towards the peripheral population. Certainly, although further studies are needed here to unravel the consequences and identify potential therapeutic approaches, our here identified differences in platelet functionality and their progenitors support the concept that megakaryocytes effectively confer immune functions in RA and SLE (49) which are altered upon C3 treatment.

## Conclusions

Our findings identified a novel nutritional axis that skews platelet formation and function. This data could serve as a first step in identifying novel therapeutic approaches additionally to the preventive setting as recently shown by our group. Further, our data may suggest that C3 nutritional supplementation could directly support the reported inflammatory arthritis attenuating effects by modulating megakaryocyte numbers and platelet immunomodulatory functions.

## Limitations

Although the finding from this study has a high potential, especially in the line of recent findings on increased megakaryocyte numbers in autoimmune diseases, the data presented here as a brief research report are mainly descriptive and follow-up studies are needed to better interpret the results. Functional consequences of modulated platelet reactivity in inflammatory arthritis models and in depth ChIP analysis in megakaryocytes to link upregulated genes with increased histone acetylation and propionylation at the respective genomic loci would further strengthen our observations. Further, Mulan et al. identified a general platelet hyper-reactivity to ADP – as observed following C3-treatment in our study - in inflammatory arthritis and suggested this a new potential therapeutic target which maybe a critical point to mention (50).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: NCBI Gene Expression Omnibus; GSE202712.

## Ethics Statement

The animal study was reviewed and approved by Local ethics authorities of the Regierung of Unterfranken, Germany (#55.2-2532-2-424).

## Author Contributions

KD, ES performed most of the experiments. NO, SL, MR performed the Platelet Aggregation Analysis. VA performed Western blot experiments. MF performed and analysed bulk RNAseq. GS, HB and MZ designed the experimental work. MZ coordinated the study. KD, ES, and MZ wrote the article with inputs from co-authors. All authors contributed to the article and approved the submitted version.

## Funding

Funding: KD, ES, MZ are funded by the Deutsche Forschungsgemeinschaft (DFG- CRC1181 project B07), MF is funded by Deutsche Forschungsgemeinschaft (DFG-FOR2886 project A1). ES is further funded by the IZKF intramural funds of the medical faculty at the Friedrich-Alexander-Universität Erlangen-Nürnberg (FAU), Germany. GS is funded by the H2020 GA 810316 - 4D-Nanoscope ERC Synergy Project, the IMI funded projects RTCure and HIPPOCRATES, the Emerging Fields Initiative MIRACLE of the FAU. VA is funded by Deutsche Forschungsgemeinschaft (DFG-FOR2886 project A3.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

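RNA of Meg-01 cells, untreated or treated with 500 µM C3, was sequenced in 3 libraries per group. The labels give 48 h of treatment and the methods name 24 h and 48 h. The legend of Figure 3 calls the libraries technical replicates. The mouse, flow cytometry, qPCR, platelet and western blot experiments and the data of Figure S1 were not analysed here.

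The authors processed the reads with fastp, mapped them to GRCh38/hg38 with STAR and counted them with featureCounts. The deposited values are raw counts per gene, whole numbers without normalization, for 58735 Ensembl genes, of which 29753 are at 0 in every library. The software versions, the annotation release and the strand setting are not given in the sources used here. All rows name a gene. Every column was assigned to a control or C3 replicate by its name, an abbreviation of control or sodium propionate with a replicate number, which was matched to the titles in the sample labels.

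Library totals were between 16159449 and 22821722 counts. For a gene near 50 counts, counting error is the larger part of the spread between libraries. For abundant genes, the spread between libraries is the larger part. A count of 0 over the 3 control libraries allows up to 3 counts, or 0.056 CPM. Intervals and such limits cover counting error only.

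From these counts, genes with at least 10 counts in at least 3 libraries were kept (15078 genes). Libraries were scaled with TMM factors, and the groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment, without a replicate block. Normalized counts are counts divided by the effective library size and multiplied by its mean over the 6 libraries. Standard errors are the log2 fold change divided by the square root of the F statistic. DEGs had an adjusted p-value below 0.01 and a fold change above 1.3 in either direction, as in the paper. P2RY1, GP6 and ITGB3 were read at an adjusted p-value of 0.05. Single genes also had an exact two-sided permutation test of their normalized counts, which cannot go below 0.1.

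The 7 gene lists covered megakaryocyte and platelet genes, Rap1 signalling, cell adhesion molecules, regulation of the actin cytoskeleton, cholesterol synthesis, the cell cycle and clustered histone genes. The first 6 were written by hand from general knowledge and the last by a rule on gene symbols. They are not the sets of KEGG or DAVID. They were tested with camera (limma 3.58.1, inter-gene correlation 0.01) on log2 CPM with a prior count of 2. The p-values were adjusted over the 7 lists and read at 0.05.

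Gene symbols came from a table of gene names and coordinates from GENCODE release 44 on GRCh38, and 58207 of the 58735 identifiers had both. GC content is that of the longest transcript, and length is that of all exons of a gene merged. Overlap with other genes was computed on exon bases.

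The gene lists, the alternatives listed first below and the rule for the genes named in the text were set before the data were examined, when values in the paper's figures and in the first rows of its table had been seen. The rule covers the genes the paper names, and the 3 largest rises and 3 largest falls among DEGs with C3 libraries all on one side of the control libraries and a mean normalized count of at least 50. It also covers P2RY12, P2RX1, ITGA2, FFAR2 and FFAR3, and the 3 DEGs with the smallest p-values in each list. Exceptions are marked where they occur.

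The alternatives set beforehand were DESeq2 (1.42.0) on all genes with its own size factors and filtering, RLE factors, library size alone, no count filter, a mean count of at least 50, limma-voom, the replicate number as a block, each library left out, and corrections for GC content (with and without the block) and for gene length. The corrections fit a loess curve (span 0.3) to log2 counts with a pseudocount of 0.5 in each library. Other gates were tried for the DEGs, and fry, camera with an estimated correlation and a restriction to members with a mean count of at least 50 for the lists. Alternatives chosen after the data were seen were DESeq2 after the count filter, Fisher's exact test for the lists, leaving out mitochondrial genes, and thinning all libraries to the smallest total.

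The methods were tested on simulated data with 200 changed genes, drawn from the means and library sizes of the real libraries. In this comparison of 3 against 3 libraries, 14869 genes passed the count filter. The edgeR fit recovered 98.5% of the changed genes with 2 false calls, DESeq2 96.0% with 0 and limma-voom 98.0% with 3. With no gene changed, edgeR made 0 calls among 14863 genes. With a trend on GC content added (14865 genes), the uncorrected fit made 1681 false calls and the GC correction left 2. For a set of 60 genes shifted by 0.3 on the log2 scale, camera gave a p-value of 8.6e-41 (15078 genes), and for an unshifted set of that size 0.868. The simulated genes were drawn independently, so these values do not show how camera behaves when the genes of a list are correlated. The changed genes had a mean count of at least 50 and rose or fell at random, whereas most real DEGs rose. The recovery of DEGs with lower counts was not simulated.

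The paper's supplementary table was read in part, as the first 1978 of 58735 rows, and was used only to set values side by side. No overlap or enrichment was computed on it.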

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

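The tests of GC content, gene length and single libraries on these genes were set before their results were seen. IGLON5 and FAM131B stood out because they are among the 3 largest rises by the rule for naming genes (NOVA2 is the other), and the text and figures of the paper do not discuss them. IGLON5 (ENSG00000142549), an immunoglobulin-like cell adhesion gene on chromosome 19 of GRCh38 from 51311644 to 51330891, had TMM-normalized counts of 25.6 ± 2.58 in control cells and 117 ± 7.63 after C3 treatment (SD, n = 3). Its log2 fold change was 2.19 (standard error 0.20, adjusted p = 1.6e-08 from edgeR's quasi-likelihood test). FAM131B (ENSG00000159784), on chromosome 7 from 143353400 to 143362770, had 32.4 ± 9.14 and 140 ± 31.1 normalized counts. Its log2 fold change was 2.13 (standard error 0.22, adjusted p = 1.0e-07 from edgeR's test). In both genes, 3 of 3 C3 libraries lay above all control libraries, which the rule for naming genes requires.

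A trend on GC content or gene length was argued against, since the lowest log2 fold change of the 2 genes after either correction was 2.12. The lowest value with each library left out was 1.92 (FAM131B without control replicate 1). The naming rule admits only rises in which the C3 libraries all lie above the controls. Leaving out libraries could therefore hardly have shown a single library as the source, and nothing is concluded from it. Neither gene shares exon bases with another annotated gene. Both are expressed at a low level in control cells, which lets a small gain in counts appear as a large fold change. The legend calls the libraries technical replicates, so their spread need not include the variation between independent cultures. An effect of C3 on these genes may be the source and remains a hypothesis.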

How the results depend on the processing

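DESeq2 after the count filter, Fisher's exact test, leaving out mitochondrial genes and thinning were chosen after the data were seen. NOVA2, NOTCH3, SLC44A2, EEF1A2, LRRC32, TP53I11, NPAS1, AKAP12, H2BC12, ATF5 and ADI1 kept their direction and passed both gates in all 19 alternatives. The NOVA2 log2 fold change ranged from 2.42 to 2.64, that of NOTCH3 from 1.72 to 1.94 and that of SLC44A2 from 0.81 to 0.92. GP6 stayed above an adjusted p-value of 0.05 in all 19, with log2 fold changes of 0.019 to 0.11. Of the values of the main results under the alternatives, 240 kept their direction and their side of the threshold, or stayed within 1.5 times for a number of DEGs and within the 95% interval for the share of higher DEGs. A further 17 lost a call, 7 gained one, 8 changed sign and 15 lay outside those ranges. Of the values of single named genes, 578 kept their direction and their side of the threshold, 9 lost a call and 1 changed sign. DHRS12 lost its call in 5 alternatives, P2RX1 in 3 and H2AC6 in 1, without a change of direction.

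The alternatives gave 169 to 1087 higher and 10 to 612 lower DEGs, and more higher than lower in each. Without the fold change gate there were 612 lower genes and a higher share of 61.6%. The glmTreat test left 169 higher and 13 lower genes (92.9%), and a fold change above 2 left 193 and 10 (95.1%), as stricter gates must leave fewer. Library size alone gave 100 lower DEGs and 91.1% higher. It shifts the median log2 fold change of all genes from 0.0021 to 0.076, and 761 of its 1025 higher and all of its 100 lower calls are DEGs of the TMM fit. No count filter gave 80.7% higher, with 28982 genes tested. DESeq2 gave 561 higher and 190 lower DEGs. All of the 561 and 177 of the 190 were DEGs of the edgeR fit. DESeq2 after the count filter gave 676 and 212.

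With each library left out in turn, higher DEGs numbered 516 to 766, lower DEGs 129 to 340 and the higher share 69.3% to 80.0%. The lower count moved by over 1.5 times without C3 replicate 1 (340) and without C3 replicate 3 (129). With each of the other 4 libraries left out in turn, it was 165 to 194. The cause was not tested.

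P2RY1 passed an adjusted p-value of 0.05 with library size alone (log2 fold change 0.21, adjusted p-value 0.036) and in none of the other 18 alternatives, whose highest adjusted p-value was 0.465. ITGB3, at 0.34 with an adjusted p-value of 0.033, no longer passed with DESeq2 (0.33) or DESeq2 after the count filter (0.34). It also lost its call in 5 of the 6 fits with a library left out (0.30 to 0.37), all except the one without C3 replicate 1 (0.39). The adjusted p-values of ITGB3 over all alternatives were 0.014 to 0.173. ITGA2B changed sign with library size alone (0.012 against -0.060) and was not called in either.

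The actin cytoskeleton list passed 0.05 with DESeq2 (median 0.045), library size alone (0.12), limma-voom (0.025), DESeq2 after the count filter (0.038), fry (0.041) and Fisher's exact test (0.041). The range of its adjusted p-values was 0.0068 to 0.386. With an estimated correlation between genes, camera passed no list, at the same medians of 0.11 for Rap1 signalling, 0.27 for cell adhesion molecules, -0.095 for the cell cycle and -0.37 for clustered histones. Their adjusted p-values were then 0.126, 0.089, 0.126 and 0.126. The first 2 of these lists and the histone list kept their calls in the other 22 alternatives. The cell cycle list also lost its call with library size alone (-0.020), a mean count of at least 50 (-0.081), the length correction (-0.089) and Fisher's exact test of lower DEGs (-0.095), and without C3 replicate 2 (-0.084) or 3 (-0.090). Its medians with a library left out were -0.14 to -0.084, and its adjusted p-values over all alternatives 5.5e-04 to 1. The cause of these changes was not tested.

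The cholesterol list, not called in any alternative, had a median of 0.011 that changed sign with limma-voom (-0.0046), the replicate block (-0.00025), the GC correction with the replicate block (-0.0045), the length correction (-0.0045) and members with a mean count of at least 50 (-0.0030). With a library left out it was between -0.041 and 0.029. Camera's direction for this list was down although the median was positive. The megakaryocyte and platelet list stayed above 0.05 in all 23 alternatives, with medians of 0.030 to 0.13, where Fisher's exact test was of its higher DEGs. The test of its lower DEGs gave 0.047.

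Replicate numbers are shared between the groups. Libraries with the same number did not deviate together, with correlations of their deviations from the group means of 0.021, -0.047 and 0.030, so the numbers do not pair the libraries. The replicate block gave 909 higher and 268 lower DEGs (77.2% higher). Beside the sign of the cholesterol list's median, it changed no call of the main results. With the GC correction, the block gave 802 and 269.

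Depth limits the genes with few counts. P2RY12, FFAR2 and FFAR3 did not reach the count filter and were not tested in the main edgeR fit. DESeq2 on all genes gave them unadjusted p-values of 0.16, 0.52 and 0.43 and no adjusted ones. With so few counts, these values cannot decide whether the genes changed.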

Differences from the paper's values

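The ratio of ITGB3, the gene of CD61, to GAPDH was 1.48 times higher in C3 than in control libraries, with an SD over the C3 libraries of 0.205 on this scale (n = 3). The paper's value by qPCR is about 3 at 500 µM in Figure 2B, read by eye. Over all alternatives set before the data were examined, the ratio was 1.38 to 1.59, and in none of them did it come within 1.5 times of the paper's value. The qPCR samples were not analysed here.

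Log2 fold changes were set beside the paper's table for NOVA2, NOTCH3, SLC44A2, GAPDH, EEF1A2, LRRC32, TP53I11, NPAS1, AKAP12, H2BC12, ATF5 and ADI1. For these genes, the values from edgeR with TMM factors and from DESeq2 differed from the table's by no more than the larger standard error. The numbers of DEGs from both were within 1.5 times of the table's. The values of Figures 2F and 2G were set beside means on the DESeq2 scale alone and were within 1.5 times of them. With library size alone, the numbers of higher and lower DEGs and the log2 fold changes of SLC44A2, GAPDH, AKAP12 and H2BC12 differed from the table, and the number of higher DEGs also did without a count filter (930) and with a replicate block. The 561 higher and 190 lower DEGs counted in the paper's table stand against 761 and 222 from edgeR, within 1.5 times, and DESeq2 on all genes, the tool the paper names, gave 561 and 190. The log2 fold changes of all 1978 table rows read lay within 0.01 of that DESeq2 fit.

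The paper states a significant rise of P2RY1 in Meg-01 cells after C3 treatment (Figure 2G). For a pair of groups, the methods' t-test takes the values of this gene alone, without adjustment over all genes, and it was not used here. In the present comparison the log2 fold change was 0.14, with an adjusted p-value of 0.16 and an unadjusted p-value of 0.052 from edgeR's quasi-likelihood test, and a two-sided exact permutation p-value of 0.1, the smallest possible. DESeq2 gave an adjusted p-value of 0.300 and an unadjusted p-value of 0.103. The direction is the paper's, with all C3 libraries above all control libraries. The means on the DESeq2 scale, 905 ± 39.2 in control cells and 991 ± 15.6 after C3 treatment (SD, n = 3), stand beside about 900 and about 990 in Figure 2G, read by eye. Of the alternatives set before the data were examined, library size alone put P2RY1 below an adjusted p-value of 0.05 (0.036), and the others did not, with adjusted p-values of 0.104 to 0.465. For GP6, which the paper calls unaltered, the values of 2786 and 2840 stand beside about 2800 in both groups of Figure 2F, read by eye.

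The legend of Figure 3 states that genes of megakaryocyte maturation rose. The paper's text ties maturation to Rap1 signalling, cell adhesion molecules and regulation of the actin cytoskeleton. The lists written here for Rap1 signalling and cell adhesion molecules rose by camera (adjusted p-values 1.2e-04 and 3.1e-07). The actin list did not pass (0.092), and with an estimated correlation between genes camera passed none of them. The hand-written list of megakaryocyte and platelet genes, which is not a list of the paper, had a median log2 fold change of 0.054 and a camera adjusted p-value of 0.97, with 2 DEGs higher and 3 lower. It passed 0.05 in none of the 23 alternatives, with adjusted p-values of 0.501 to 0.997. Chosen after seeing the values were a comparison with random lists matched on mean count, of which 2.78% had a median as high, in the direction of the legend, and a test of the list's lower DEGs. Fisher's exact test of its 3 lower DEGs gave an adjusted p-value of 0.047, against that direction. ITGB3, the gene of the paper's maturation marker CD61, rose by a log2 value of 0.34 (adjusted p = 0.033 from edgeR's test, 0.014 to 0.173 over the alternatives). NOTCH3, which the paper ties to megakaryocyte differentiation, and NOVA2 rose as in the paper.

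The paper lists regulation of the actin cytoskeleton among the pathways of upregulated DEGs. On the list written here, the 16 DEGs by edgeR were all higher (15 higher and 1 lower by DESeq2), yet camera's adjusted p-value was 0.092. Of the alternatives set beforehand, DESeq2 (0.014), library size alone (0.037), limma-voom (0.046) and fry (0.012) passed 0.05. DESeq2 after the count filter (0.035) and Fisher's exact test (0.0068), the latter close in kind to a pathway enrichment, passed it too and were chosen after seeing the values. Neither of these drops the other 2 pathways that the paper's text names.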

Other observations

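The tests on genomic DNA, on matched random lists, on short transcripts, on S phase, on the scaling and the poly(A) tails of mitochondrial genes and on GAPDH were chosen after the result was seen, and so were thinning, leaving out mitochondrial genes and Fisher's exact test as added alternatives.

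The excess of higher over lower DEGs stayed when technical explanations were tested. After the GC correction 75.4% of DEGs were higher, after the length correction 76.1%, after thinning to equal depth 76.8% and without mitochondrial genes 77.8%. The lowest share over other scalings was 74.7% (DESeq2). None of these brought the share near an even split. Only the real split of the 6 libraries into 2 groups of 3, 1 of 10 possible ones, gave as many DEGs, and the other 9 gave 0 each by edgeR (126 to 1469 genes at an unadjusted p-value below 0.05, against 4847), and 0 or 1 by DESeq2 and limma-voom. The other splits mix control and C3 libraries, so that the difference between the groups adds to their spread. With 10 splits the share cannot fall below 0.1, so this count could not have excluded chance, whatever its outcome.

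Genes with low counts rose as a group. The median log2 fold change was 0.15 in the lowest quintile of genes by mean count, 0.087 in the next, 0.0030 in the middle, -0.032 in the one above and -0.057 in the highest, which turned positive with library size alone (0.016). The gap of 0.21 between the lowest and highest quintiles was 0.21 to 0.22 under 7 other scalings, corrections and tests. From the lowest to the highest quintile, 2.92%, 9.72%, 7.36%, 3.55% and 1.69% of the genes were higher DEGs. These shares of all genes do not run in the order of the mean count, and low counts also limit the calls in the lowest quintile. The share of DEGs that were higher does run in that order, at 91.7%, 90.2%, 73.3%, 63.7% and 56.0% from the lowest quintile to the highest. With these measures pointing different ways, low expression in control cells cannot be told apart from other sources of the excess of higher DEGs. Reads from genomic DNA in the C3 libraries are argued against. Families silent in blood cells (olfactory and taste receptors, keratin-associated proteins and beta-defensins, 574 genes) had 12.2 ± 1.69 CPM in control and 13.4 ± 0.52 in C3 libraries (SD, n = 3, exact permutation p = 0.4). Their gain per kb of exon was 3.69% of that of the lowest quintile, and 14.8% with 2 SDs added. A hypothesis is that C3 may raise little-expressed genes through the histone acetylation that the paper reports in Figure 3C. No chromatin data were analysed here to test it.

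Clustered histone genes fell. The fall of H2BC12, a member of this list, had been seen in the paper's figure and table before the list was set. Those values come from the same libraries, so the tests of the list are not independent of them. Of 30 tested genes, 26 had negative values, 0 were higher and 8 lower DEGs by edgeR (10 adjusted over the list alone), 0 and 7 by DESeq2, and 0 higher and 15 lower at an unadjusted p-value below 0.05. The median log2 fold change was -0.37, with a camera adjusted p-value of 8.9e-07 and a fry adjusted p-value of 0.0083. H2BC12, H4C9 (-0.72) and H2AC6 (-0.44) had the smallest p-values. The genes are near-identical, so reads could be assigned among them, but the fall runs across the family. The median was negative under each scaling tried, at -0.28 in the alternative closest to 0. The mean count of the genes is argued against as the source. The share of 10000 random lists matched on mean count with a median as low was 0.01%, the smallest possible, as the list itself is counted. For a loss of short transcripts, 114 other protein-coding genes of at most 1000 exon bases had a median of -0.073. Of these, 72 were negative (unadjusted camera p-value 0.048), a fall in the same direction but smaller. Their lengths were not matched to those of the histone genes (495 exon bases in H2BC12 and 397 in H4C9). A loss of the shortest transcripts therefore cannot be told apart. Weaker recovery of RNA without poly(A) tails in the C3 libraries cannot be told apart from regulation of these genes, since only 6 small RNAs without such tails were tested (median 0.12). Fewer cells in S phase cannot be told apart either. Of the S-phase genes, 11 of 13 had negative values, with a median of -0.094, and 19.3% of matched random lists had a median as low.

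The cell cycle list had a median of -0.095 (19 of 26 genes negative, camera adjusted p-value 0.024, fry 0.0037). Its genes are abundant, and abundant genes fell slightly as a group except with library size alone, where the list was at -0.020. Of random lists matched on mean count, 11.0% had a median as low, so the trend on mean count may account for it. MKI67, the 1 DEG of the list by edgeR and by DESeq2 (3 genes were higher and 8 lower at an unadjusted p-value below 0.05), rose by a log2 value of 0.70 (standard error 0.10, adjusted p = 2.1e-05 from edgeR's test). For cell adhesion molecules and Rap1 signalling, the share of matched random lists with a median as high was 0.01%, its smallest value, as the list itself is counted. This argues against mean count there. The share was also 0.01% for the actin cytoskeleton list, which camera did not pass, 2.78% for the megakaryocyte and platelet list and 11.1% for the cholesterol synthesis list. Random lists do not carry the correlation between the genes of a pathway. The real split called 4 lists and each of the other 9 splits of the libraries called 0 to 3, so 1 of 10 splits gave as many. This count could not have excluded chance, whatever its outcome, since its share cannot fall below 0.1. The cholesterol synthesis list had 0 DEGs by edgeR, DESeq2 and limma-voom (5 higher and 4 lower genes at an unadjusted p-value below 0.05), a median of 0.011 and a camera adjusted p-value of 0.95.

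Mitochondrial transcripts took 4.16% to 5.51% of counts in control and 3.51% to 3.87% in C3 libraries. Of 22 tested mitochondrial genes, 10 were lower and 0 higher DEGs by edgeR, 6 and 0 by DESeq2, and 16 were lower and 1 higher at an unadjusted p-value below 0.05. The 13 protein-coding ones had a median log2 fold change of -0.44 (MT-CO3 -0.59, MT-ND6 0.012, MT-ATP8 0.42, picked after their values were seen). Scaling by a few abundant genes is argued against, since the median closest to 0 over the scalings was -0.37, with library size alone. The share of matched random lists as low was 0.01%, its smallest value, as the list itself is counted. The lists were matched within bins of genes ranked by mean count. The most abundant mitochondrial genes (MT-RNR1 had 296480 normalized counts in control cells) lie far up in the highest bin. They were not matched closely, so mean count cannot be excluded as a source. Weaker recovery of RNA without poly(A) tails is argued against for the mRNAs, since the 12 that carry such tails (all except MT-ND6) had a median of -0.45, with 11 negative values. For the 9 mitochondrial rRNAs and tRNAs, which had a median of -0.38, it cannot be told apart from a fall, with 6 small RNAs (median 0.12) as too few to decide. Weaker recovery of RNA with short tails was not tested. An effect of C3 on mitochondria was not tested.

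CD61, encoded by ITGB3, was measured by qPCR in the paper. In the RNAseq libraries, ITGB3 had 184 ± 7.42 normalized counts in control cells and 233 ± 14.7 after C3 treatment (SD, n = 3), a log2 fold change of 0.34 (standard error 0.11, adjusted p = 0.033 from edgeR's test, with a range of 0.014 to 0.173 over the alternatives). It was higher in 3 of 3 C3 libraries and did not pass the DEG gates. Of its exon bases, 33.2% are shared with another gene of the same strand, so its reads are uncertain. ITGA2B (CD41) was not changed detectably (-0.060, adjusted p = 0.57 from edgeR's test). GAPDH fell by 0.21 on the log2 scale (adjusted p = 0.038 from edgeR's test, with a range of 1.6e-04 to 0.234 over the alternatives), below all controls in 3 of 3 C3 libraries, and 17.6% of its exon bases overlap a gene of the other strand. A fall of GAPDH raises a ratio to it, and the ratio of ITGB3 to GAPDH was 1.48 times higher in C3 than in control libraries, against 1.27 for ITGB3 alone. The SD of the ratio, relative to its control mean, was 0.068 in control and 0.205 in C3 libraries (n = 3). What GAPDH as the reference gene adds to the CD61 values by qPCR cannot be told apart from other sources, since the qPCR samples were not analysed here.

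Among other receptors, the ATP-gated channel P2RX1 fell (-0.41, standard error 0.075, adjusted p = 3.3e-04 from edgeR's test), and GP1BA fell (-0.49, adjusted p = 2.2e-06). P2RX1 lost the fold change gate with library size alone (-0.34), without control replicate 2 (-0.35) and without C3 replicate 3 (-0.37). The collagen receptor chain gene ITGA2 had low counts of 33.9 ± 5.94 and 54.2 ± 6.25 (SD, n = 3) and a log2 fold change of 0.66 (adjusted p = 0.049 from edgeR's test, 0.030 to 0.154 over the alternatives), not a DEG. P2RY12 had 0 counts in the control and 6 in the C3 libraries together. The propionate receptor genes FFAR2 and FFAR3 had 29 and 0 counts in control and 25 and 3 in C3 libraries, of 53528733 and 57987039 counts in all. A count of 0 in control cells allows up to 0.056 CPM.

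The largest falls by the naming rule were GTF2IRD2B (-1.21, adjusted p = 7.2e-06), MFSD2B (-0.98, adjusted p = 1.3e-05) and DHRS12 (-0.95, adjusted p = 0.0044), all from edgeR's test. GTF2IRD2B has a near-identical paralog, GTF2IRD2, so its reads are uncertain. DHRS12 and MFSD2B share 18.4% and 10.3% of their exon bases with other genes of the same strand. DHRS12 lost its call with DESeq2 (-0.98), with library size alone (-0.87), and without control replicate 1 (-1.01), control replicate 3 (-0.75) or C3 replicate 1 (-0.81).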
